# Understanding the Mechanism of Action of the Anti-Dandruff Agent Zinc Pyrithione against *Malassezia restricta*

**DOI:** 10.1038/s41598-018-30588-2

**Published:** 2018-08-14

**Authors:** Minji Park, Yong-Joon Cho, Yang Won Lee, Won Hee Jung

## Abstract

Dandruff is known to be associated with *Malassezia restricta*. Zinc pyrithione (ZPT) has been used as an ingredient in anti-dandruff treatments. The mechanism of ZPT has been investigated in several studies; however, a non-pathogenic model yeast, such as *Saccharomyces cerevisiae* was most often used. The aim of the present study was to understand how ZPT inhibits the growth of *M. restricta*. We analyzed the cellular metal content and transcriptome profile of ZPT-treated *M. restricta* cells and found that ZPT treatment dramatically increased cellular zinc levels, along with a small increase in cellular copper levels. Moreover, our transcriptome analysis showed that ZPT inhibits Fe-S cluster synthesis in *M. restricta*. We also observed that ZPT treatment significantly reduced the expression of lipases, whose activities contribute to the survival and virulence of *M. restricta* on human skin. Therefore, the results of our study suggest that at least three inhibitory mechanisms are associated with the action of ZPT against *M. restricta*: (i) an increase in cellular zinc levels, (ii) inhibition of mitochondrial function, and (iii) a decrease in lipase expression.

## Introduction

Dandruff is a common scalp condition associated with abnormal scalp flaking. Half of the adult human population is affected by the condition at some time in their lives^1^. In general, dandruff is ascribed to three etiological factors, *Malassezia* yeast, sebaceous secretions, and individual susceptibility^2^. Among these, *Malassezia* yeast has long been considered the main cause of dandruff; this idea is supported by improvement in dandruff, accompanied by a reduction in the number of the yeast cells on the scalp, following treatment with a shampoo containing an antifungal agent^3–5^. A total of 17 different *Malassezia* species have been identified, and, among them, *M. restricta* is the dominant species on human skin^6–10^. Moreover, recent large-scale sequencing analyses have indicated increased presence of *M. restricta* on scalps with dandruff compared to that on healthy scalps, suggesting an association between the fungus and dandruff  ^8,11,12^. The studies have suggested that lipases secreted from *Malassezia* contribute to the development of dandruff and led to the hypothesis that these enzymes hydrolyze sebum triglycerides and help the yeast cells take up saturated fatty acids to generate energy. The accumulation of excess unsaturated fatty acids, such as oleic acid, on the skin causes skin irritation in patients suffering from dandruff^2,13^.

Zinc pyrithione is a derivative of pyrithione (1-hydroxy-2-pyridinethione), which is synthesized from the antimicrobial metabolite ‘aspergillic acid’ of *Aspergillus flavus*^14–17^. A number of shampoos and rinse-off products containing 0.3–2% ZPT have been used extensively over the counter to treat dandruff^18^. Although the use of ZPT as an antidandruff agent is widespread, its mechanism of action against *Malassezia*, and *M. restricta* in particular, is still unclear; only physiological observations of *Malassezia* growth inhibition by ZPT have been reported^19,20^. The mechanism of action of ZPT has been characterized using different model fungal organisms, rather than *M. restricta*. Ermolayeva and Sanders^21^ used *Neurospora crassa* and suggested that ZPT leads to membrane depolarization either directly or indirectly, thereby, inhibiting proton pump-mediated membrane transport. They suggested that this inhibition might be caused solely by pyrithione, because zinc salt is believed to dissociate after ZPT is transported into the cytosol, and that pyrithione alone acted in this manner^21,22^. However, membrane depolarization occurs at a significantly higher concentration of pyrithione, which is beyond the inhibitory concentration for the fungi^23^; therefore, it is difficult to assert that the mechanism of action of ZPT on fungi involves membrane depolarization.

Yasokawa *et al*.^24^ analyzed the transcriptome of *Saccharomyces cerevisiae* cells treated with ZPT and found that the compound upregulates the expression of genes required for iron transport. These results suggested that ZPT induces iron starvation in the yeast cells. Furthermore, they observed that the addition of iron restored the growth of *S. cerevisiae* cells in medium containing ZPT, supporting the idea that the compound induces iron deficiency in the yeast. In contrast, another study by Reeder *et al*.^25^ showed that iron levels in ZPT-treated *S. cerevisiae* cells were not changed, although they observed an upregulation of expression of Fet3, a ferroxidase in the high-affinity reductive iron transport system, which suggested that iron starvation might not be a direct cause of ZPT toxicity. Instead, Reeder *et al*.^25^ found that cellular copper levels were increased on ZPT treatment and observed a downregulation of *CTR1*, a high-affinity copper transporter in the plasma membrane. To confirm that increased cellular copper levels are one of the main causes of growth inhibition by ZPT, a *S. cerevisiae* haploid gene deletion library was screened against ZPT. Deletion mutants that were growth inhibited upon ZPT treatment included a mutant lacking *ACE1*, which encodes a transcription factor responsible for detoxification of high cellular copper levels, a finding of which supports the idea that ZPT treatment causes copper toxicity in yeast cells. Moreover, a number of deletion mutants that lack genes involved in iron-sulfur cluster (Fe-S) assembly in mitochondria showed significant growth defects following ZPT treatment. These results suggested that, in addition to copper toxicity, copper-mediated inactivation of Fe-S cluster assembly in mitochondria also contributes to growth inhibition by ZPT, at least in *S. cerevisiae*.

Although previous studies have suggested possible mechanisms of action of ZPT against model fungal organisms, they have not clearly explained how ZPT inhibits the growth of *Malassezia*, which is phylogenetically distant. Therefore, in this study, we attempted to understand the mechanism of action of ZPT against *M. restricta*, using biochemical and transcriptome analyses and found that ZPT mainly triggered zinc toxicity and mitochondrial dysfunction. Furthermore, our data suggested that ZPT decreases expression of lipases, which may play an important role in survival of the *M. restricta* on the surfaces of scalps of patients with dandruff^13,26,27^. To our knowledge, this is the first comprehensive study to directly investigate the mechanism of action of ZPT against *M. restricta*.

## Results

### ZPT treatment led to an increase in cellular zinc levels in *M. restricta*

ZPT is a well-known zinc ionophore that has antifungal activity, and several studies using model fungi have indicated that alteration of cellular metal content is one of the main antifungal mechanisms of action of the compound. Examples include an increase in cellular copper levels in ZPT-treated *S. cerevisiae*, as mentioned previously. We, therefore, investigated how ZPT treatment altered cellular levels of essential metals, such as copper, zinc, manganese, and iron. The metal content of ZPT-treated *S. cerevisiae* cells was measured in parallel with inductively coupled plasma-atomic emission spectroscopy (ICP-AES) to replicate data previously reported by Reeder *et al*.^25^. The results were similar to what was previously observed (see Supplementary Table S1), confirming that ZPT increases cellular copper levels in *S. cerevisiae*. Furthermore, the results indicated that our method to determine cellular metal levels was reliable.

Subsequently, cellular levels of essential metals in *M. restricta* cells grown in the presence of ZPT were determined by the same method used to investigate whether ZPT altered cellular metal levels in the fungus, and the results showed that, among the essential metals, cellular zinc levels were significantly and dose-dependently increased in cells grown in the presence of ZPT. However, unlike *S. cerevisiae*, only a small increase in copper levels was observed in cells grown in the presence of ZPT compared to that in cells grown in the absence of the compound, and no change in iron or manganese levels was detected (Fig. 1). These data suggest that the mechanism by which ZPT affects the metal content in *M. restricta* is different from that in *S. cerevisiae*, and that ZPT mainly increased zinc levels along with small increase of copper levels in *M. restricta* cells, unlike what was observed in *S. cerevisiae* cells.

**Figure 1:**
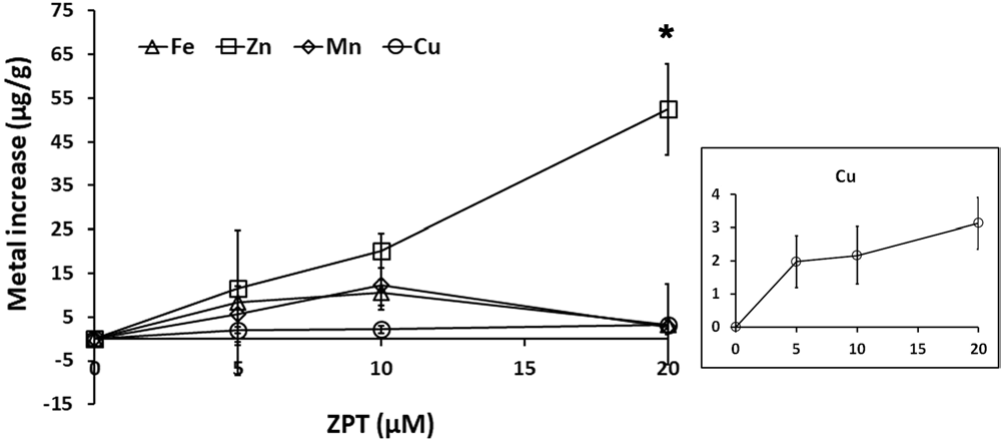
Metal content of ZPT-treated *M. restricta* cells. The iron, copper, zinc, and manganese levels in *M. restricta* KCTC 27527 cells grown in media containing different concentrations of ZPT were determined by ICP analysis. Values represent the average from three independent experiments with standard deviations (*p < 0.005). Changes in copper levels are shown separately.

N,N,N′,N′-Tetrakis(2-pyridylmethyl)ethylenediamine (TPEN) is a high-affinity membrane permeable zinc chelator that has been used to investigate the effects of cellular zinc levels in multiple organisms, including fungi. Previous studies have suggested that ZPT dissociates into pyrithione and zinc salt once it is transported into the cytosol^21,22^. Therefore, we hypothesized that TPEN would chelate hyperaccumulated cellular zinc in the cytosol of *M. restricta* cells grown in the presence of ZPT, and that the inhibitory activity of ZPT against *M. restricta* would be reduced if TPEN and ZPT were added together. To test this hypothesis, we determined the minimal inhibitory concentration (MIC) of ZPT in the presence or absence of TPEN and found that the MIC of ZPT was reduced when it was added with TPEN (Table 1). These data confirmed our finding that ZPT increases cellular zinc levels in *M. restricta*. Additionally, we observed that ZPT caused swelling of *M. restricta* cells, and this abnormal morphological characteristic was restored by TPEN, but not by BCS. These data further support our findings (Supplementary Fig. S1). However, we should note that the addition of TPEN did not completely eliminate the antifungal activity of ZPT. These results imply that an increase in cellular zinc levels is not the only mechanism of antifungal action, but that pyrithione, which is dissociated from ZPT, might also inhibit *M. restricta*. Bathocuproine disulfonate (BCS) is a copper chelator, and its effect on the antifungal activity of ZPT against *M. restricta* was also tested. Unlike TPEN, the addition of BCS did not alter the MIC of ZPT, suggesting that the change in cellular copper levels was minimal.

**Table 1:** *In vitro* antifungal susceptibilities of *M. restricta* to ZPT with TPEN or BCS and pyrithione

	MIC (µM)
ZPT	2.5–5
ZPT + TPEN 25 µM	5–10
ZPT + TPEN 50 µM	10
ZPT + BCS 50 µM	2.5–5
ZPT + BCS 100 µM	2.5–5

.

### ZPT triggered a large change in the transcriptome and interfered with mitochondrial functions in *M. restricta*

To understand the mechanism of ZPT action in more detail, we investigated how ZPT affects the transcriptome of *M. restricta* cells, using the recently determined genome sequence of *M. restricta* KCTC 27527^26^. Transcriptomes of *M. restricta* cells grown in the presence of 5, 10, and 20 μM ZPT were analyzed by RNA sequencing (see Methods) and compared with those of cells grown in the absence of the compound. 

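RNA was sequenced from *M. restricta*, a lipid-dependent yeast of human skin, at 0, 5, 10 and 20 μM ZPT. The cells had grown in LNA medium at 34 °C for 3 days before they were moved to fresh medium with or without ZPT for 6 h. Each of the 4 concentrations is represented by 1 library, so differences between concentrations have no replicate check and no p-value is given for any of them. The Methods name a stranded mRNA kit, whereas the sample labels name a stranded total RNA kit. For alignment the submitters' processing notes name Bowtie2 2.2.4, after Trimmomatic 0.35, and the Methods name an earlier bowtie2 version. Reads per gene were counted with featureCounts and TMM-normalized with edgeR by the authors, and the values analysed are these TMM-normalized read counts for 3656 genes. Of these genes, 3576 were above 0 in all 4 libraries and 79 were at 0 in all 4. In each library every value above 0 was, within 0.0055, a whole multiple of the value of 1 read. Division by that value gave 11825386 reads on genes without ZPT, 15721271 at 5 μM, 13178629 at 10 μM and 15174360 at 20 μM ZPT. Expression changes are the ratio of the TMM-normalized value with ZPT to that without ZPT, with no pseudocount and no filter on low values, and genes at 0 in either library have no ratio. The 95% intervals given with some ratios are exact intervals for the ratio of 2 Poisson counts. They cover counting error only and leave out any difference between cultures. Libraries were also simulated from the same means with counting error only. In these, 199 of 200 genes changed by 3- or 4-fold were called at least 2-fold changed at 20 μM. None of the unchanged genes was, and 95.0% of the intervals held the true ratio. The simulation holds no difference between cultures, so it cannot tell how many of the calls here are false.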

The minimum ZPT concentration of 5 μM was selected based on the MIC of the compound against *M. restricta*, and 2-fold increases in ZPT concentrations up to 20 μM were used to analyze the dose dependence of differentially expressed genes. The results of the transcriptome analysis showed that many genes were differentially expressed: 95, 490, and 724 genes were up or downregulated more than 2-fold in the cells grown in the presence of 5, 10, and 20 μM of ZPT, respectively, compared with the cells grown in medium without ZPT (Table 2 and Supplementary Table S2). 

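The number of genes changed at least 2-fold grew with the ZPT concentration, and at each concentration more genes were downregulated than upregulated. At 5 μM ZPT, 19 genes were upregulated and 76 downregulated, of which 12 and 61 had their whole counting interval beyond 2-fold. At 10 μM the numbers were 180 and 311, and at 20 μM they were 294 and 430, or 20.2% of the 3576 genes with a ratio. The step from 10 to 20 μM was small for single genes, as only 13 genes were at least 2-fold higher and 17 at least 2-fold lower at 20 μM than at 10 μM. Among the genes with the highest ratios at 20 μM were MRES_17040, a predicted purine and cytosine permease (6.51), MRES_11225, with an oligosaccharyltransferase domain (6.04), and MRES_16365, annotated as fluconazole resistance protein 1 (5.4). The hypothetical protein gene MRES_09910 had the highest ratio (6.62). MRES_15275 (5.4) and MRES_14475 (5.35), whose annotations were not used here, were also among the 10 highest. The membrane protein genes MRES_05740 (0.066) and MRES_02860 (0.105), together with MRES_03975 (0.093), whose annotation was not used here, were among the 10 lowest. Across genes, the log2 ratios at 10 and 20 μM had a Spearman correlation of 0.95 and a covariance of 0.58. The corresponding values were 0.81 and 0.24 for 5 and 10 μM and 0.72 and 0.25 for 5 and 20 μM. All 3 comparisons use the library without ZPT. Libraries simulated without any change and with counting error only gave correlations of 0.52 to 0.54 with covariances of 0.0025 to 0.0026. Part of each correlation, and of each overlap given next, may therefore come from that shared library. The simulation leaves out any other way in which that culture differed, so its small covariances do not limit this part. Both 10 and 20 μM called 174 genes up and 276 down, where independent lists of these sizes, without a shared library, would share 14.8 and 37.4. The lists at 5 and 10 μM shared 17 genes up and 70 down (0.956 and 6.61 for independent lists), and those at 5 and 20 μM shared 17 up and 67 down (1.56 and 9.14). Genes are not independent replicates of one another. The split between up and down at 20 μM was similar with the median of ratios (303 up and 420 down) and the upper quartile (283 and 447). It turned when each library was divided by its value for actin, MRES_06100. This gene itself had ratios of 0.654, 0.463 and 0.452 with the TMM scaling. The division raised the median log2 ratio of all genes by 0.61, 1.11 and 1.15 at 5, 10 and 20 μM. It gave 370 genes up and 11 down at 5 μM, 2053 and 39 at 10 μM, and 2029 and 68 at 20 μM.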

Differential expression of few key genes were selected and validated by quantitative real time PCR (qRT-PCR; Supplementary Table S3).

**Table 2:** Number of genes regulated by ZPT treatment compared to no treatment.

ZPT treatment	The number of up-regulated genes					The number of down-regulated genes					Total
	2-Fold	3-Fold	4-Fold	>5-Fold	Total	2-Fold	3-Fold	4-Fold	>5-Fold	Total	
5 µM	14	5			19	64	10	1	1	76	95
10 µM	152	19	8	1	180	204	54	24	28	310	490
20 µM	221	50	10	13	294	267	80	29	54	430	724

We hypothesized that the genes that were directly affected by ZPT would show differential and dose-dependent expression in *M. restricta* cells grown in the media containing 5, 10, and 20 μM of ZPT. Applying highly stringent selection criteria, we found that, among the genes that were differentially expressed more than 2-fold, 12 and 40 genes were up and downregulated, respectively, in a dose-dependent manner in the cells grown in media containing different concentrations of ZPT. Moreover, we found that mitochondrial function might be one of the major targets of ZPT, because genes encoding mitochondrial proteins were the most enriched among the genes showing differential dose-dependent regulation (Fig. 2) such that 3 encoding mitochondrial proteins were upregulated while 8 were downregulated. In particular, the expression of MRES_05505 (succinate dehydrogenase), MRES_03900 (citrate synthase), MRES_00405 (ATP synthase subunit), and MRES_00105 (ATP synthase subunit), which are components of the tricarboxylic acid (TCA) cycle and electron transport chain, was downregulated significantly and dose-dependently.

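Genes that were changed at least 2-fold at all 3 ZPT concentrations, with a change that did not shrink from 5 to 10 to 20 μM, numbered 12 upregulated and 39 downregulated. The 12 upregulated genes were those of Fig. 2. They included MRES_03565, annotated as ubiquitin-40S ribosomal protein S27a, with ratios of 2.41, 4.47 and 5.26 at 5, 10 and 20 μM, and MRES_16765, an uncharacterized transporter (2.23, 2.50 and 2.79). All 39 downregulated genes were in Fig. 2 as well. Among them were MRES_14700, annotated as S-adenosylmethionine synthase (0.424, 0.147 and 0.119), MRES_09430, annotated as methionine synthase (0.421, 0.237 and 0.204), and MRES_00975, annotated as S-phase entry cyclin-6 (0.327, 0.115 and 0.113). The step from 5 to 10 μM was larger than counting error for all 12 upregulated and 38 of the 39 downregulated genes, and the step from 10 to 20 μM for 10 and 25 of them. Without the condition on the order of the concentrations, 16 genes were up and 65 down. With actin-scaled libraries 251 genes were up and 4 down.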

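Mitochondrial genes were found on both sides of the dose-dependent set. By the localizations printed in Fig. 2, 10 of the 51 genes in the set encode mitochondrial proteins, 3 of them upregulated and 7 downregulated. The upregulated ones were MRES_09125, a hypothetical protein gene (ratio 6.3 at 20 μM ZPT), MRES_10495, a peptidyl-tRNA hydrolase that rescues stalled tRNAs (5.97), and MRES_10905, a predicted carrier of oxodicarboxylates (3.49). At 20 μM the lowest ratio in the set was that of MRES_11930, a member of the mitochondrial carrier family, which had ratios of 0.485, 0.169 and 0.064 at 5, 10 and 20 μM (95% interval at 20 μM 0.057 to 0.071). MRES_00495, phosphoenolpyruvate carboxykinase of gluconeogenesis, was at 0.217 and MRES_02180, inorganic pyrophosphatase, at 0.221 at 20 μM. The other localizations in the set were cytoplasm (10 genes), nucleus (8), extracellular (8), plasma membrane (4), endoplasmic reticulum (1) and unknown (10). Localizations of genes outside Fig. 2 were not used here, so no background share could be set beside these numbers. From the mitochondrial genes in the set, the paper proposes that ZPT may have mitochondrial function among its major targets.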

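Genes for several steps of mitochondrial energy metabolism had lower transcript levels with ZPT. MRES_05505, a subunit of succinate dehydrogenase, fell to ratios of 0.321, 0.221 and 0.193 at 5, 10 and 20 μM ZPT. The ATP synthase genes MRES_00405 (0.493, 0.227 and 0.205) and MRES_00105 (0.483, 0.293 and 0.281) fell in the same order, although for MRES_00105 the levels at 10 and 20 μM differed by no more than counting error. Citrate synthase, MRES_03900, had ratios of 0.437, 0.227 and 0.266, and its level at 20 μM was 1.17 times that at 10 μM (95% interval 1.12 to 1.23). With actin-scaled libraries the ratios at 20 μM were 0.427 for MRES_05505 and 0.454 for MRES_00405. MRES_00105 (0.621) and MRES_03900 (0.590) were then no longer 2-fold lower at 20 μM. At 5 μM only MRES_05505 (0.491) of these genes stayed at least 2-fold lower with that scaling. Other genes of these pathways are grouped by their annotation, which was not used for the 4 genes above. The 6 further genes whose annotation matched mitochondrial ATP synthase, 5 with a subunit domain and 1 assembly factor, had a median log2 ratio of -1.07 at 20 μM, at percentile 0.25 of 10000 random lists of equal size and expression, although after division by actin their median was 0.075, and their median log2 ratio of 20 to 5 μM was -0.62 (percentile 1.29). Of these, MRES_01620 (subunit g, 0.261), MRES_00765 (subunit h, 0.348) and MRES_16225 (subunit f, 0.4) were downregulated at least 2-fold. The 12 genes matched to the TCA cycle had a median of -0.27 (percentile 8.85) and a median of 0.87 after division by actin. In this list malate dehydrogenase, MRES_00925 (0.168), and a subunit of succinyl-CoA ligase, MRES_08490 (0.335), were at least 2-fold lower. Its 2 members that were at least 2-fold higher, homocitrate synthase MRES_17045 (3.64) and the Hsp70 family gene MRES_04435 (2.76), are not enzymes of the cycle. The 22 genes matched to the respiratory chain had a median of -0.16 (percentile 20.9), or 0.99 after division by actin, and the 12 genes matched by a short product name had a median of -0.58. Cytochrome c oxidase subunit 5, MRES_06135 (0.458, and 1.01 after division by actin), and a subunit of NADH dehydrogenase, MRES_07630 (0.417), were at least 2-fold lower, and the Rieske-domain gene MRES_17465 (2.62) and the assembly factor gene MRES_06295 (2.18) at least 2-fold higher.

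**Figure D1:**
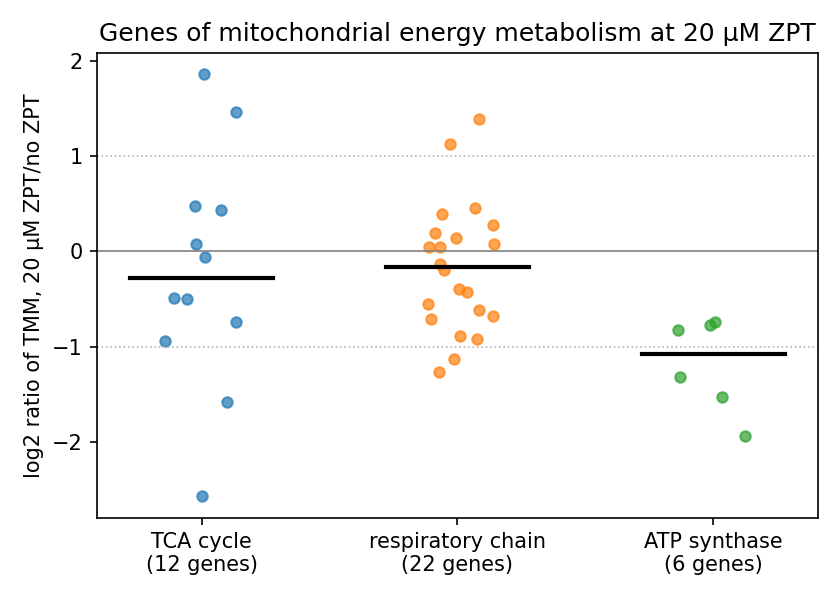
Log2 ratio of the TMM-normalized value at 20 μM ZPT to that without ZPT for single genes (points) of 3 annotation groups, with the median of each group (black line); dotted lines mark 2-fold changes. The 6 ATP synthase genes all lie below 0, a direction that their median loses after division by actin, and the TCA cycle and respiratory chain genes lie on both sides of 0.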

**Figure 2:**
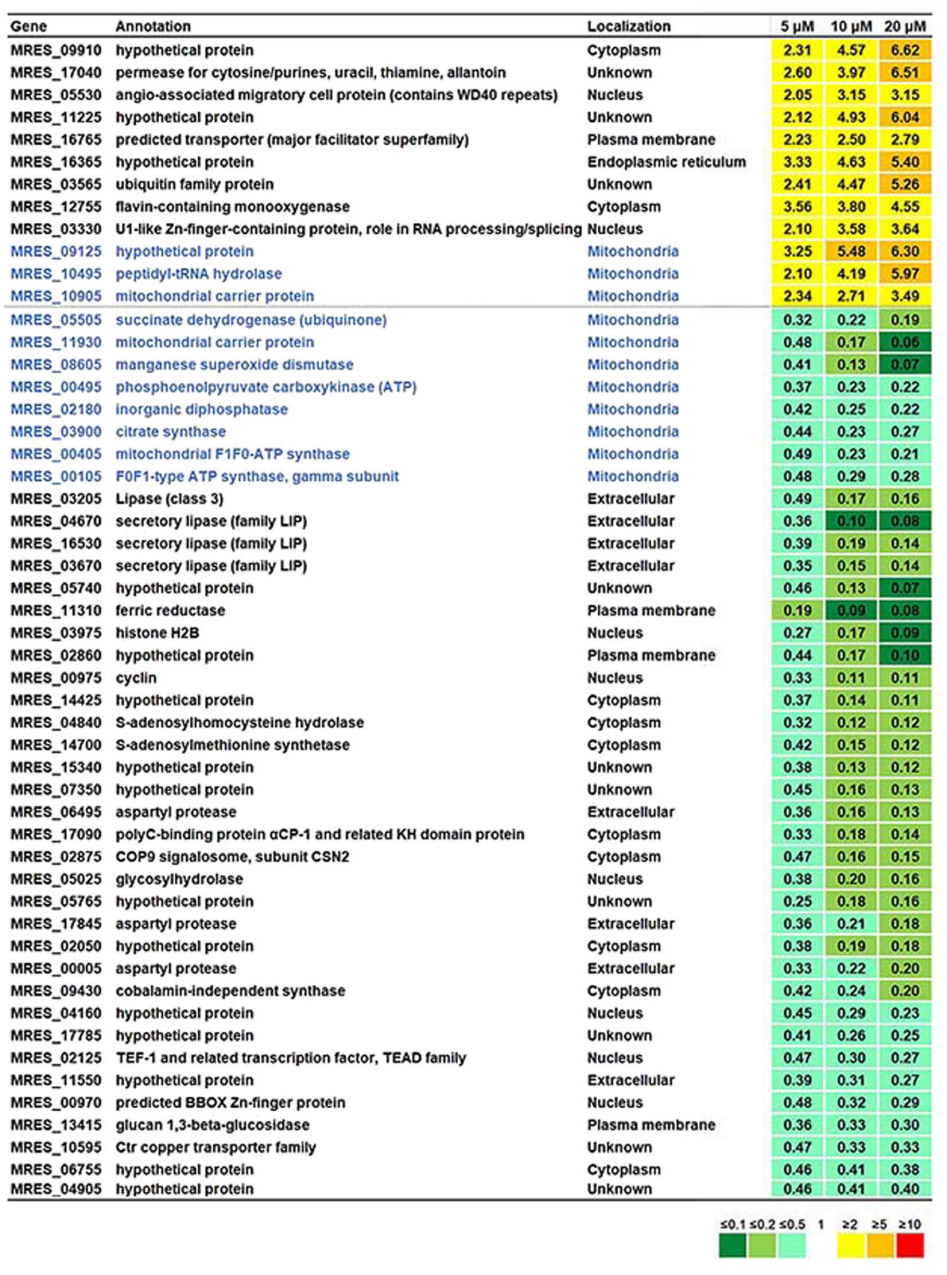
List of differentially expressed genes in ZPT-treated *M. restricta* cells. Genes that were more than 2-fold differentially up or downregulated in a dose-dependent manner in ZPT-treated *M. restricta* cells are shown. The values indicate the ratio of TMM of the corresponding gene in *M. restricta* cells grown in media containing different concentrations of ZPT vs. cells grown in medium without the compound.

In a previous genome analysis, we identified two genes, MRES_16605 and MRES_08815 that are homologs of *ACO1* and *ACO2*, respectively, encoding aconitase in *S. cerevisiae*^26^. 

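The homolog of *ACO1*, MRES_16605, which encodes aconitase, an Fe-S enzyme of the TCA cycle, had lower levels at all 3 ZPT concentrations with the TMM scaling, although not at 20 μM after division by actin. It had TMM-normalized values of 35758 without ZPT and 11323, 11499 and 17682 at 5, 10 and 20 μM ZPT. Its ratios were 0.317 (95% interval 0.31 to 0.323), 0.322 (0.315 to 0.329) and 0.494 (0.485 to 0.504). The level at 20 μM was 1.54 times that at 10 μM (1.5 to 1.57), and the difference between 5 and 10 μM lay within counting error. After division by actin the ratio of MRES_16605 at 20 μM was 1.09, and at 5 and 10 μM it stayed below 1 (0.484 and 0.695).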

The current transcriptome analysis showed that *ACO1* homolog MRES_16605 was significantly downregulated in *M. restricta* cells grown in the presence of 5 and 10 μM ZPT, although the gene was not included in the list of dose-dependently regulated genes, because it was downregulated slightly less in the cells grown in medium containing 20 μM of ZPT. However, we confirmed reduced activity of aconitase in ZPT-treated *M. restricta* cells (Fig. 3). In agreement with this reduction in aconitase activity, the results of our transcriptome analysis showed that ZPT treatment upregulated a number of genes related to Fe-S cluster biosynthesis in *M. restricta* (Table 3). 

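The 4 genes of Fe-S cluster assembly listed in Table 3 were all expressed more strongly with ZPT than without, and more strongly at each higher concentration. IscU, MRES_14620, the scaffold on which clusters are built in mitochondria, had ratios of 1.98, 4.18 and 6.36 (95% interval 6.11 to 6.61) at 5, 10 and 20 μM ZPT and the 4th highest ratio of all genes at 20 μM. Nar1, MRES_02625, and Dre2, MRES_04375, act in cluster assembly in the cytosol. Nar1 had ratios of 1.81, 3.03 and 3.47 (3.26 to 3.69), and Dre2 had ratios of 1.36, 2.41 and 3.35 (3.2 to 3.51). Nfu1, MRES_16875, which delivers clusters to target proteins in mitochondria, had ratios of 1.42, 2.48 and 2.70 (2.61 to 2.78). By annotation, 5 genes were matched to Fe-S cluster assembly, of which Nfu1 is one, and IscU, Nar1 and Dre2 are outside this list because their annotation was not used here. The list had a median log2 ratio of 0.37 at 20 μM (percentile 75.1 among matched random lists), and only Nfu1 in it was upregulated at least 2-fold. The cysteine desulfurase gene MRES_03145, whose product supplies the sulfur of the clusters, had a ratio of 1.56, the ferredoxin gene MRES_08045 had 1.29 and the co-chaperone gene MRES_10565 had 0.763 at 20 μM. The paper reasons that the upregulation compensates for inhibition of Fe-S cluster synthesis by ZPT.

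**Figure D2:**
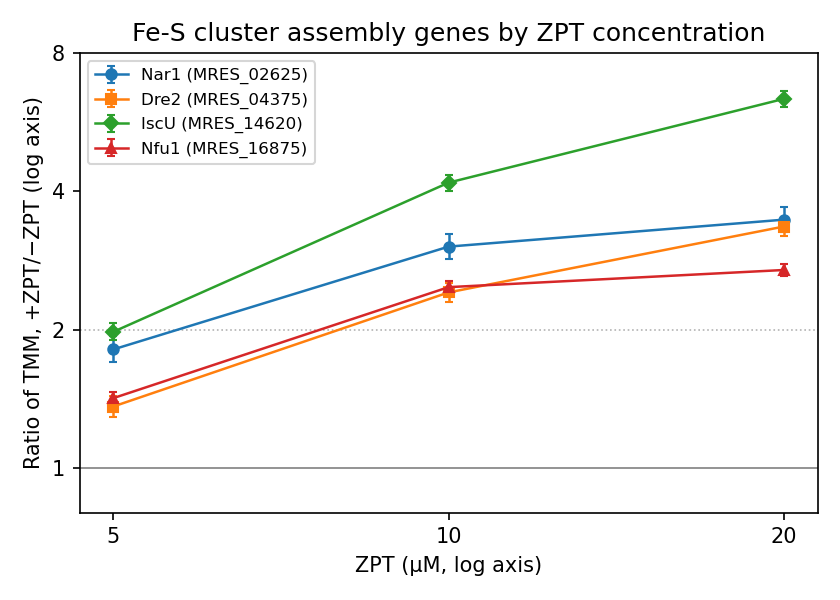
Ratio of the TMM-normalized value with ZPT to that without ZPT (log axis) for 4 Fe-S cluster assembly genes at 5, 10 and 20 μM ZPT (log axis), 1 library per concentration. Bars are 95% counting intervals, and dotted lines mark 2-fold changes. At 5 μM all 4 genes lie between 1 and 2, and IscU reaches 6.36 at 20 μM.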

MRES_02625, MRES_04375, MRES_14620, and MRES_16875 were predicted to be required for Fe-S cluster assembly and were upregulated in a concentration-dependent manner in ZPT-treated *M. restricta* cells. We reasoned that upregulation of these genes occurred in the ZPT-treated cells to compensate for the inhibition of Fe-S cluster biosynthesis by ZPT. We should also note that these genes required for Fe-S biosynthesis were not included in the Fig. 2 of differentially expressed genes, because the changes in their expression in cells treated with 5 μM of ZPT were less than 2-fold.

**Figure 3:**
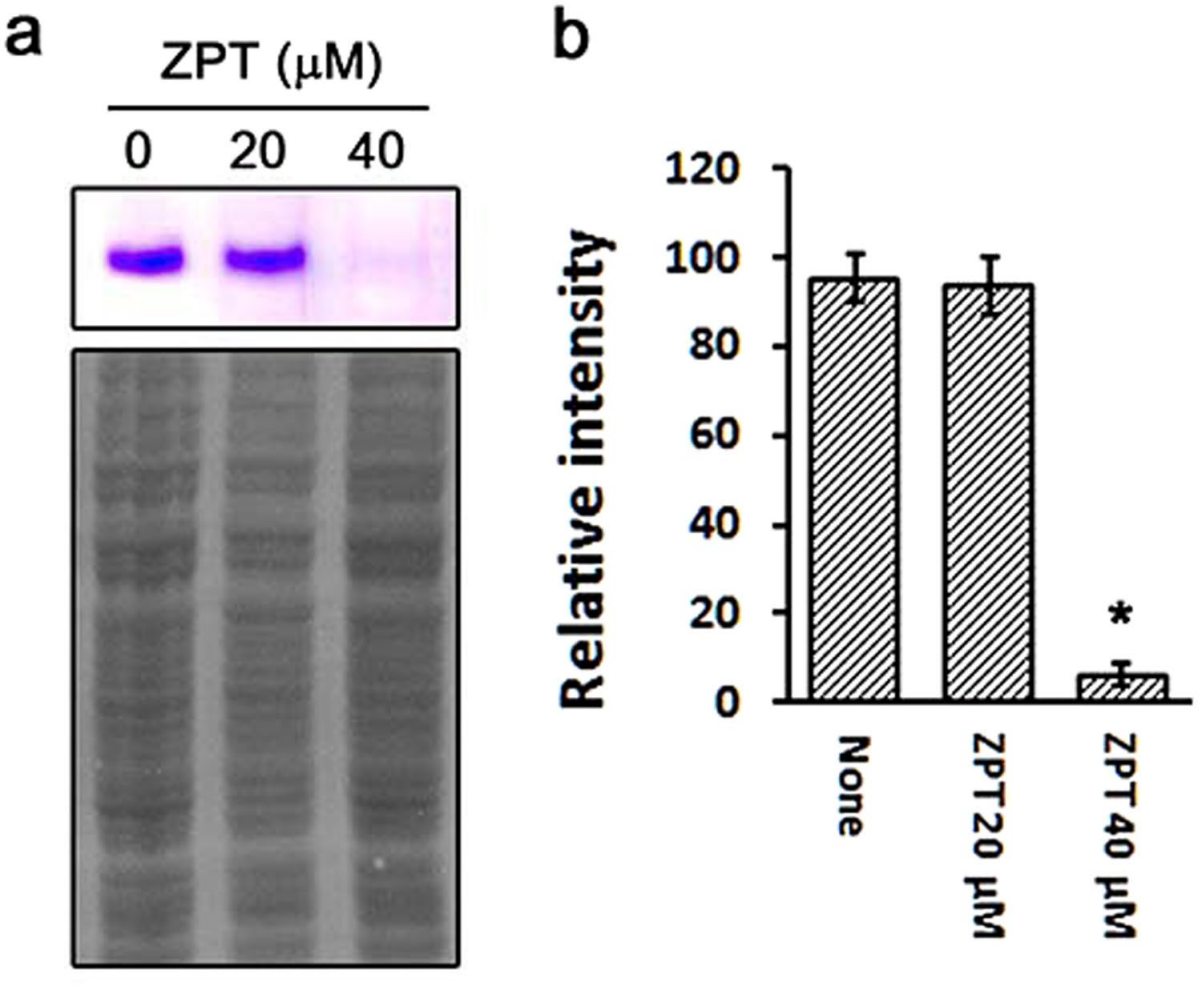
Activity of aconitase in ZPT-treated *M. restricta* cells. (**a**) Activity of aconitase in *M. restricta* KCTC 27527 cells grown in media containing 0, 20, or 40 µM of ZPT was assessed by gel-based aconitase assay (upper panel). As a loading control, the same samples were resolved on a polyacrylamide gel, transferred to nitrocellulose membranes, and stained with CPTA (lower panel). (**b**) The intensities of bands were quantified in ImageJ and compared. Values represent the average from three independent experiments with standard deviations (*p < 0.0001).

**Table 3:** Expression of Fe-S cluster synthesis-related genes following ZPT treatment.

Gene name	Annotation	Fold (+ZPT/−ZPT)		
		5 µM	10 µM	20 µM
MRES_02625	Cytosolic Fe-S cluster assembly factor Nar1	1.81	3.03	3.47
MRES_04375	Fe-S cluster assembly protein Dre2	1.36	2.41	3.35
MRES_14620	Fe-S cluster assembly scaffold protein IscU	1.98	4.18	6.38
MRES_16875	Fe-S cluster scaffold homolog Nfu1	1.42	2.48	2.70

In addition to alterations in the expression of genes required for Fe-S cluster synthesis in mitochondria, MRES_08605, which encodes the homolog of *S. cerevisiae* Sod2, a manganese dependent mitochondrial superoxide dismutase, was found to be one of the most strongly dose-dependently downregulated genes in ZPT-treated *M. restricta* cells. It was shown that, in *S. cerevisiae*, *SOD2* transcription is significantly reduced with a decrease in heme synthesis, which occurs mainly within the mitochondria^28,29^. 

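The *SOD2* homolog MRES_08605 was strongly downregulated at every ZPT concentration. Its TMM-normalized value was 14249 without ZPT and 5821, 1867 and 1067 at 5, 10 and 20 μM ZPT. The ratios were 0.409, 0.131 and 0.075 (95% interval 0.070 to 0.080), and the ratio at 20 μM was the 3rd lowest of the 3576 genes. Each step to a higher concentration was larger than counting error. With actin-scaled libraries the ratios of MRES_08605 were 0.624, 0.283 and 0.166. Other genes annotated with defence against superoxide and peroxide went both ways. Of 20 such genes, 3 were at least 2-fold higher and 2 at least 2-fold lower at 20 μM, with a median log2 ratio of 0.084 (percentile 62.7). Thioredoxin reductase, MRES_16600, had a ratio of 2.88, whereas the peroxiredoxin genes MRES_13350 and MRES_12430 had ratios of 0.314 and 0.336. The list also holds MRES_16585 (5.20), which encodes the thioredoxin-dependent PAPS reductase of sulfate assimilation.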

We, therefore, hypothesized that increased zinc accumulation in ZPT-treated *M. restricta* cells disrupted mitochondrial heme biogenesis and led to downregulation of *SOD2*. Taken together, our data suggested that ZPT interferes substantially with mitochondrial functions in *M. restricta* cells.

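Beyond energy metabolism and Fe-S clusters, genes of heme biosynthesis, mitochondrial carriers and the mitochondrial ribosome were compared with and without ZPT. In heme biosynthesis, which begins and ends in mitochondria, 7 annotated genes had a median log2 ratio of 0.30 at 20 μM ZPT (percentile 82.7), a mean of 0.079, and a median of 0.035 for the 6 genes matched by a short product name. The gene of its entry enzyme, 5-aminolevulinate synthase, MRES_14815, had ratios of 0.645, 1.54 and 2.04 at 5, 10 and 20 μM, and MRES_03905, uroporphyrinogen-III synthase, had 0.839, 0.626 and 0.404. Porphobilinogen deaminase, MRES_10145 (1.55), and protoporphyrinogen oxidase, MRES_03830 (1.35), were within 2-fold at 20 μM. Of 18 genes of the mitochondrial carrier family, 2 were at least 2-fold higher and 4 at least 2-fold lower at 20 μM, with a median of 0.093 (percentile 76.3) and a mean of -0.33. MRES_11490, a homolog of the pyrimidine nucleotide carrier Rim2, had a ratio of 3.16, and MRES_02410, annotated as a peroxisomal membrane carrier, had 0.307. Of 24 mitochondrial ribosomal genes, 19 were higher at 20 μM, though none was changed 2-fold. Their median was 0.23 (percentile 96.1), and their median log2 ratio of 20 to 5 μM was 0.24 (percentile 99.4), with ratios of 1.78 for MRES_13680 (protein L3), 1.70 for both MRES_01135 (S18) and MRES_08665 (L33) and 0.561 for MRES_14810 (S14). The paper proposes from the expression changes and the reduced aconitase activity that ZPT interferes with mitochondrial functions.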

### ZPT altered the expression of genes involved in zinc and copper uptake in *M. restricta*

Altered cellular metal content in ZPT-treated *M. restricta* led us to investigate the differential expression of genes involved in zinc and copper transport. We first searched the genome of *M. restricta* for homologs of *S. cerevisiae* genes involved in transport of metals and found a few unique characteristics of metal transport systems in *M. restricta*. These include the presence of only a single copper transporter on the plasma membrane of *M. restricta*, whereas other fungi have at least two paralogous genes (*CTR1* and *CTR3* in *S. cerevisiae*^30,31^ and *CTR1* and *CTR4* in *Cryptococcus neoformans*, for example^32,33^). In addition, no vacuolar copper transporter, a homolog of *S. cerevisiae CTR2*^34^, was identified in the genome of *M. restricta*. In contrast, almost all homologs of zinc transporters, including two zinc transporters on the plasma membrane, were identified in the genome of *M. restricta* (Table 4). These findings suggested that *M. restricta* utilizes the conserved zinc transport system, with a limited number of genetic components used for copper transport in the fungus.

**Table 4:** Expression of Cu and Zn transporter genes following ZPT treatment.

	*S. cerevisiae*	*C. albicans*	*C. neoformans*	*M. restricta*	Annotation	Fold (+ZPT/−ZPT)		
						5 µM	10 µM	20 µM
Cu transporter	*CTR1*	*CTR1*	CNAG_07701 (*CTR1*)	No hit				
	*CTR2*	*CTR2*	CNAG_01872 (*CTR2*)	No hit				
	*CTR3*		CNAG_00979 (*CTR4*)	MRES_10595	Ctr copper transporter family	0.47	0.33	0.33
Zn transporter	*ZRT1*		CNAG_00895 (*ZIP1*)	MRES_03690/MRES_03695	ZIP zinc transporter, High-affinity zinc transport protein, Regulates intracellular zinc levels	0.60/1.11	0.64/0.87	0.65/0.65
	*ZRT2*	*ZRT1* *ZRT2*	CNAG_03398					
	*ZRT3*	*C2_02180W_A*	CNAG_02221	MRES_11910	ZIP zinc transporter, May act as a zinc-influx transporter	1.49	1.61	1.32
	*ZRC1*		CNAG_02806	MRES_04925	Region of a membrane-bound protein predicted to be embedded in the membrane, Zn2+ transporter Znt1 and related Cd2+/Zn2+ transporters (cation diffusion facilitator superfamily)	1.53	2.87	3.14
	*YKE4*		CNAG_02993	No hit				

We next analyzed the transcriptome data to determine expression patterns of genes involved in the transport of metals in ZPT-treated *M. restricta* cells. 

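Of the zinc transporter genes in Table 4, MRES_04925 showed the largest change. This gene encodes a member of the cation diffusion facilitator family, and its yeast homologs Zrc1 and Cot1 move cytosolic zinc into the vacuole. Its TMM-normalized value was 11727 without ZPT and 17967, 33606 and 36856 at 5, 10 and 20 μM ZPT. The ratios were 1.53 (95% interval 1.5 to 1.57), 2.87 (2.8 to 2.93) and 3.14 (3.07 to 3.22). Another gene of the same family, MRES_15880, similar to Msc2, had ratios of 0.836, 0.493 and 0.383, although division by actin gave it a ratio of 1.07 at 10 μM. The *ZRT3* homolog MRES_11910, of the ZIP family, had ratios of 1.49, 1.61 and 1.32.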

As shown in Table 4, the gene MRES_04925, which is a homolog of *S. cerevisiae ZRC1* and *COT1*, was upregulated in cells grown in the presence of 10 and 20 μM of ZPT. We should note that special attention was paid to MRES_04925 because of its possible function in zinc transport and homeostasis, although the gene was not included in the list of genes expressed differentially and dose-dependently. However, dose-dependent upregulation of the gene was observed in cells grown in the presence of 10 and 20 μM ZPT. Zrc1 and Cot1 are vacuolar zinc importers in *S. cerevisiae* that are responsible for zinc transport into vacuoles when intracellular zinc concentrations in a cell increase^35^. Increased expression of the *ZRC1* and *COT1* homolog in ZPT-treated *M. restricta* cells agreed with our findings of increased cellular zinc levels. We should also note that we observed a small reduction in the expression of MRES_03690 and MRES_03695, the homologs of *S. cerevisiae ZRT1* and *ZRT2*, which are plasma membrane transporters required for zinc uptake. 

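The 2 zinc uptake genes had similar levels at 20 μM ZPT and different courses. MRES_03690 had ratios of 0.597 (95% interval 0.557 to 0.640), 0.639 (0.594 to 0.686) and 0.649 (0.605 to 0.697) at 5, 10 and 20 μM. MRES_03695 had ratios of 1.11 (1.06 to 1.17), 0.872 (0.824 to 0.923) and 0.647 (0.609 to 0.688). Neither gene was changed 2-fold at any concentration, and after division by actin the ratios at 20 μM were above 1 for both MRES_03690 (1.44) and MRES_03695 (1.43). By annotation 6 genes were matched to zinc transport, among them these 2. Their median log2 ratio at 20 μM was -0.11 (percentile 35.5), and 1.04 after division by actin.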

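Copper transport in *M. restricta* is assigned to 1 plasma membrane transporter gene, MRES_10595, whose level was lower at every ZPT concentration. Its TMM-normalized value was 5831 without ZPT and 2749, 1951 and 1920 at 5, 10 and 20 μM ZPT. The ratios were 0.471 (95% interval 0.451 to 0.493), 0.335 (0.317 to 0.353) and 0.329 (0.312 to 0.347), and the difference between 10 and 20 μM lay within counting error. After division by actin the ratios of MRES_10595 were 0.72, 0.723 and 0.729, which is less than a 2-fold decrease and without a trend. The annotation matched only 1 gene to copper transport, MRES_11310, annotated as a ferric and cupric reductase of the cell surface, which reduces metal ions before uptake. It fell more strongly, from 12237 without ZPT to 2356, 1074 and 1029, with ratios of 0.193 (0.184 to 0.201), 0.088 (0.083 to 0.093) and 0.084 (0.079 to 0.090).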

The gene MRES_10595, the homolog of *S. cerevisiae CTR3*, was downregulated in ZPT-treated *M. restricta* cells. This data agreed with our findings in Fig. 1 showing slightly increased cellular copper levels in ZPT-treated *M. restricta* cells and implied that copper accumulation might also contribute inhibitory mechanism of ZPT at least partly.

### ZPT inhibits the expression of *M. restricta* lipase

Another group of genes that showed a significant differential response to ZPT was lipases. We previously identified 12 lipase genes in the genome of *M. restricta* KCTC 27527^26^. Among them, MRES_03205 (*MrLIP1*), MRES_03670 (*MrLIP5*), MRES_04670 (*MrLIP3*), and MRES_16530 were downregulated more than 2-fold in a dose-dependent manner in response to ZPT treatment. 

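These 4 lipase genes included 3 of the 7 genes with the most normalized reads in the library without ZPT. *MrLIP1* (MRES_03205) took 2.37% of the normalized reads without ZPT, and its TMM-normalized value went from 350988 to 173236, 58031 and 57399 at 5, 10 and 20 μM ZPT. The ratios were 0.494, 0.165 and 0.164 (95% interval at 20 μM 0.162 to 0.165). *MrLIP5* (MRES_03670) had ratios of 0.349, 0.15 and 0.137, starting from 119695 without ZPT. *MrLIP3* (MRES_04670) had ratios of 0.358, 0.104 and 0.081, starting from 90806. MRES_16530, a predicted secretory lipase with fewer normalized reads (8718 without ZPT), had ratios of 0.385, 0.189 and 0.136. For *MrLIP5*, *MrLIP3* and MRES_16530 each step to a higher concentration was larger than counting error, whereas the ratio of the levels of *MrLIP1* at 20 and 10 μM was 0.989. All 4 genes also stayed lower at all 3 concentrations after division by actin, where their ratios at 20 μM ranged from 0.179 for MRES_04670 to 0.362 for MRES_03205, but at 5 μM none was 2-fold lower (0.754 for MRES_03205, 0.533 for MRES_03670, 0.548 for MRES_04670 and 0.588 for MRES_16530).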

Putative lipase-encoding genes, MRES_15190 and MRES_15265 (*MrLIP2*), were also downregulated in a dose-dependent manner, but slightly less than 2-fold with 5 and 10 μM ZPT. 

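MRES_15190 and MRES_15265 were also lower at each ZPT concentration than without ZPT, to different degrees. MRES_15265 (*MrLIP2*) had ratios of 0.558 (95% interval 0.543 to 0.573), 0.296 (0.286 to 0.307) and 0.28 (0.271 to 0.29) at 5, 10 and 20 μM. MRES_15190, which has fewer normalized reads (1120 without ZPT, against 14784 for MRES_15265), had ratios of 0.871 (0.798 to 0.951), 0.523 (0.470 to 0.582) and 0.336 (0.298 to 0.38). After division by actin the ratio of MRES_15190 was 1.33 at 5 μM, 1.13 at 10 μM and 0.745 at 20 μM, and that of MRES_15265 was 0.853, 0.641 and 0.621, less than a 2-fold decrease at each concentration.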

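The 12 lipase genes together took 4.04% of the normalized reads without ZPT and 2.09%, 0.759% and 0.645% at 5, 10 and 20 μM ZPT. At least 2-fold lower levels were found for 4 of them at 5 μM, 6 at 10 μM and 6 at 20 μM, and none was at least 2-fold higher. At 20 μM the 6 genes were *MrLIP1*, *MrLIP2*, *MrLIP3*, *MrLIP5*, MRES_16530 and MRES_15190. MRES_16350 was below this limit at 10 μM (0.447) and not at 5 or 20 μM (0.546 and 0.519). The remaining 5 genes were changed less than 2-fold at every concentration. Among them *MrLIP4* (MRES_13560) had ratios of 1.75, 1.85 and 1.55, and MRES_06055 had 0.978, 0.871 and 0.697. MRES_04110, MRES_15405 and MRES_17695 had ratios of 0.988, 1.25 and 0.908 at 20 μM. The median log2 ratio of the 12 genes was -0.52, -1.05 and -1.26 at the 3 concentrations, and 0.091, 0.065 and -0.11 after division by actin, with which 0 genes were at least 2-fold lower and 2 at least 2-fold higher at 5 μM, and 4 and 4 at 20 μM. The 9 genes whose annotation used here names a lipase, which apart from MRES_16525 are all among these 12, had a median of -0.95 at 20 μM (percentile 0.305), or 0.20 after division by actin, and a median log2 ratio of 20 to 5 μM of -0.18 (percentile 21.5). From these changes and the western blots, the paper concludes that ZPT inhibits lipase expression.

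**Figure D3:**
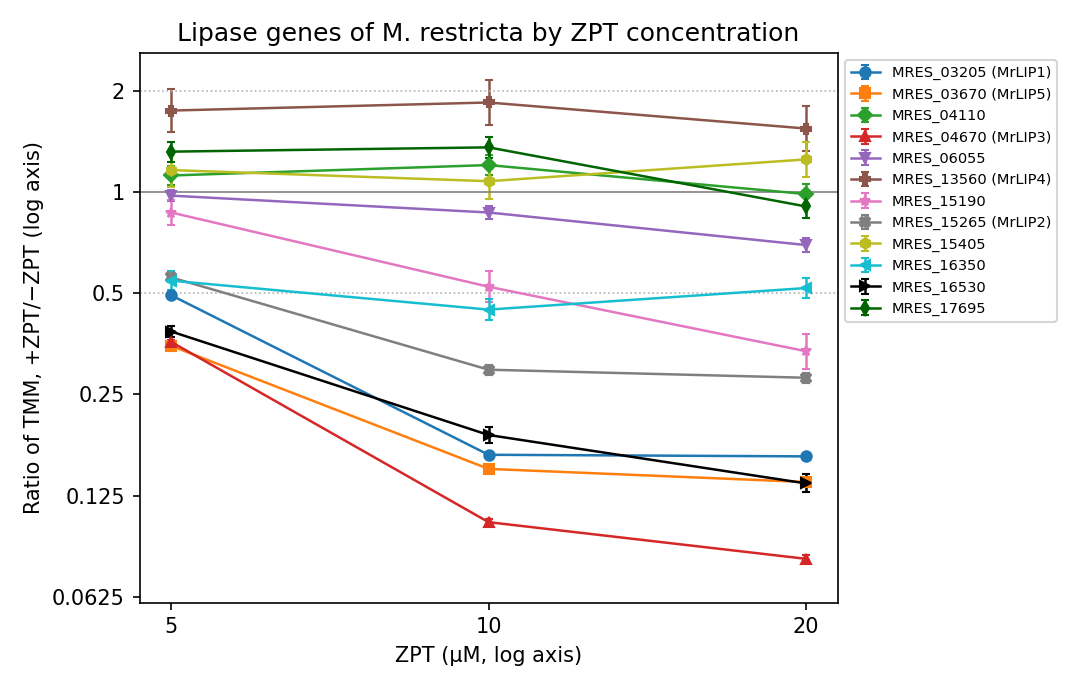
Ratio of the TMM-normalized value with ZPT to that without ZPT (log axis) for the 12 lipase genes of *M. restricta* at 5, 10 and 20 μM ZPT (log axis), 1 library per concentration. Bars are 95% counting intervals, and dotted lines mark 2-fold changes. At 20 μM 6 genes lie below 0.5 and none above 2 with the TMM scaling, which is the scaling drawn. After division by actin, which is not drawn, 4 genes were below 0.5 and 4 above 2 at 20 μM.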

In total, the expression of 6 out of 12 lipases was downregulated in ZPT-treated cells (Fig. 4a). We paid special attention to the downregulation of lipase genes, because these enzymes are believed to play key roles in the pathogenesis of *Malassezia* species^2,26,27,36^. Among them, *MrLIP5* was of particular interest, because it was identified as a major lipase-encoding gene and the most frequently expressed gene in the scalps of patients with dandruff^26^. To confirm downregulation of lipases by ZPT, we performed a western blot analysis using antisera specific to MrLip1 and MrLip5 and found that the decreased transcript levels observed in our transcriptome analysis reflected significantly reduced protein levels (Fig. 4b,c). The results of the western blot analysis also suggested that reduced expression of lipases was not a response to an increase in zinc or copper in the medium. Moreover, downregulation of the expression of lipases, MrLip1 and MrLip5 in particular, by ZPT has been observed in other clinical isolates of *M. restricta*, eliminating the possibility of a strain-specific inhibitory effect of ZPT on lipase expression (Fig. 4d). These results indicated that ZPT had an inhibitory effect on lipase expression across various clinical strains of *M. restricta*, suggesting that this is a general mechanism by which the compound limits *M. restricta*.

**Figure 4:**
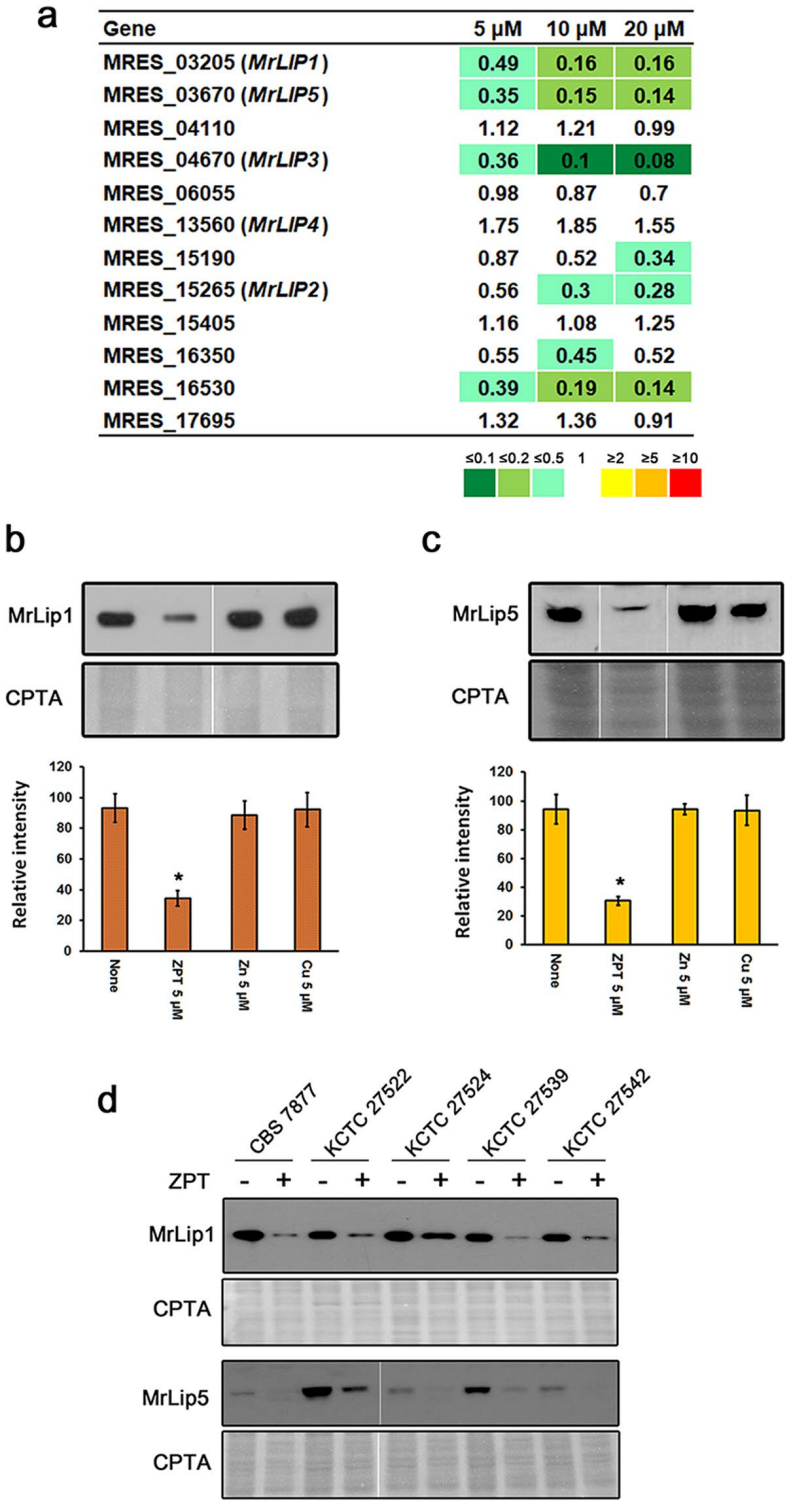
Inhibition of the expression of *M. restricta* lipases by ZPT. (**a**) Differential expression of 12 lipase genes in ZPT-treated *M. restricta* KCTC 27527 cells. The values indicate the ratio of TMM of the corresponding genes in *M. restricta* cells grown in media containing different concentrations of ZPT vs. cells in grown in medium without the compound. (**b**) Inhibition of MrLip1 expression in *M. restricta* cells grown in media containing 5 μM of ZPT, ZnCl_2_ or CuCl_2_ (upper panel). Relative intensities of expression were quantified in ImageJ and compared (lower panel). Values represent the average from three independent experiments with standard deviations (*p < 0.0001). The cropped blots are used in the figure, and the full-length blots are presented in Supplementary Fig. S2. (**c**) Inhibition of MrLip5 expression in *M. restricta* cells grown in media containing 5 μM of ZPT, ZnCl_2_ or CuCl_2_ (upper panel). Relative intensities of expression were quantified in ImageJ and compared (lower panel). Values represent the average from three independent experiments with standard deviations (*p < 0.0001). The cropped blots are used in the figure, and the full-length blots are presented in Supplementary Fig. S3. (**d**) Expression of MrLip1 and MrLip5 in various clinical isolates of *M. restricta* was assessed by western blot analysis. Nitrocellulose membranes were also stained with CPTA as a loading control. The cropped blots of are used in the figure, and the scanned full-length blots are presented in Supplementary Fig. S4. All western blot analysis were repeated at least three times, and representative images were presented.

## Discussion

In the present study, we aimed to understand the mechanism of action of ZPT against *M. restricta* and found that ZPT treatment significantly increased cellular zinc levels in the fungus along with a small increase of cellular copper levels. A reduction in the antifungal activity of ZPT on *M. restricta* by TPEN, an cellular zinc chelator, but not by BCS, a copper chelator, supports our observation that ZPT treatment mainly causes increase in cellular zinc levels. These results were different from what was found in a previous study with *S. cerevisiae*, which showed that the addition of BCS rescued the growth of fungal cells treated with ZPT^25^ and suggested that the mechanism of action of ZPT against *M. restricta* is different from that against *S. cerevisiae*. In *S. cerevisiae*, two plasma membrane proteins, Ctr1 and Ctr3, are responsible for high-affinity copper uptake, and Ctr2 is involved in copper export through the vacuolar membrane. The previous study showed that ZPT triggered a 0.08~0.23-fold decrease in *CTR1*, supporting the idea that cellular copper levels are increased in response to the compound in *S. cerevisiae*. However, we discovered that *M. restricta* lacks homologs of *S. cerevisiae* Ctr1 and Ctr2. Instead, *M. restricta* may utilize a single copper transporter, a homolog of *S. cerevisiae* Ctr3, to transport copper through the plasma membrane, implying that the copper transport system of this fungus is different from that of *S. cerevisiae*. Nevertheless, the downregulation of the *CTR3* homolog in ZPT-treated *M. restricta* suggested that cellular copper levels were indeed increased slightly in the cells and implied that the small increase of copper accumulation might also contribute to the growth inhibition by ZPT. Unlike the copper transport system, *M. restricta* possesses highly-conserved fungal zinc transport systems. We noticed significantly upregulated expression of the homolog of *S. cerevisiae* vacuolar zinc transporters Zrc1 and Cot1 in ZPT-treated *M. restricta* cells, suggesting an increase in cellular zinc levels in the fungus.

Our transcriptome analysis revealed that ZPT inhibits Fe-S cluster synthesis in *M. restricta*, a result similar to that obtained for ZPT-treated *S. cerevisiae* cells^24,25^. Fe-S cluster synthesis is one of the main iron metabolic processes that occurs in mitochondria, and increases in cellular zinc levels in response to ZPT treatment might be the main cause of Fe-S cluster synthesis inhibition in *M. restricta* We should note that, although the change was minimal, a small increase of cellular copper levels might also contribute to inhibits Fe-S cluster synthesis in the ZPT-treated *M. restricta* cells. Several previous studies have suggested that hyper-accumulation of cellular zinc causes mitochondrial dysfunction that is associated with the accumulation of reactive oxygen species in the organelle, which leads to a reduction in ATP production, because this accumulation interferes with glycolysis, tricarboxylic acid cycle, and electron transport chain^37–39^. Our data showed differential expression of a number of genes involved in mitochondrial functions, including the activities of the TCA cycle and electron transport chain, as well as significantly reduced aconitase activity in ZPT-treated *M. restricta*. In general, fungal strains that are deficient in Fe-S cluster synthesis increase expression of the genes responsible for iron uptake in the plasma membrane to compensate for the iron metabolism deficiency^40–42^. ZPT-treated *S. cerevisiae* cells also showed increased expression of *FET3*, a component of the high-affinity reductive iron uptake system in the plasma membrane. Interestingly, we found that components of this system such as an iron permease and a ferroxidase, which have been identified in other fungi such as *S. cerevisiae*, *Candida albicans*, *Cryptococcus neoformans*, and *Aspergillus fumigatus*, are largely missing in the genome of *M. restricta*. However, we found that *M. restricta* possesses the genes required for siderophore synthesis and observed that MRES_12755, a homolog of *A. fumigatus SIDA*, which encodes l-ornithine *N*^5^-oxygenase in the siderophore synthesis pathway^43^, was upregulated in dose-dependent manner, supporting our hypothesis that Fe-S cluster synthesis was significantly distorted in *M. restricta* in response to ZPT.

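The *SIDA* homolog MRES_12755 had the highest ratio of all genes at 5 μM ZPT and a somewhat higher ratio at each further concentration. Its TMM-normalized value was 620 without ZPT and 2208, 2352 and 2820 at 5, 10 and 20 μM ZPT, which gave ratios of 3.56 (95% interval 3.24 to 3.93), 3.8 (3.44 to 4.19) and 4.55 (4.14 to 5.02). A further gene with a siderophore biosynthesis domain, MRES_12750, had ratios of 2.01, 1.86 and 2.1. By annotation 10 genes were matched to iron uptake and siderophores, a list that leaves out MRES_12755 because its annotation was not used here. Their median log2 ratio at 20 μM was 0.40 (percentile 93.4) and their mean -0.010, with 3 genes at least 2-fold higher and 1 at least 2-fold lower. The multicopper oxidase genes MRES_05615 (1.77, 2.28 and 2.96) and MRES_05610 (1.57, 2.06 and 2.14) were the other members at least 2-fold higher. The member at least 2-fold lower was the reductase gene MRES_11310. The paper cites the upregulation of MRES_12755 in favour of its hypothesis that ZPT disturbs Fe-S cluster synthesis.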

Our study revealed that expression of *SOD2*, the gene encoding a manganese dependent mitochondrial superoxide dismutase, may be directly or indirectly inhibited by ZPT in *M. restricta*. The *SOD2* gene was one of the most strongly downregulated genes in ZPT-treated *M. restricta*, an observation that led us to speculate that the significant downregulation of Sod2 may contribute to decreased Fe-S cluster synthesis and reduced aconitase activity in the fungus. We developed this hypothesis because a number of studies showed that mitochondrial reactive oxygen species were increased in a mutant lacking *SOD2*, and that *SOD2*-mutant became hypersensitive to oxidative stress^44–46^. How ZPT triggers downregulation of *SOD2* is not yet clear. However, a connection between cellular zinc toxicity and heme synthesis in other fungi may explain this phenomenon. Zinc toxicity causes reduced heme production in *A. fumigatus*^47^, and deficiency in heme synthesis significantly reduced *SOD2* transcript levels in *S. cerevisiae*^28^. Therefore, we speculated that ZPT increased cellular zinc toxicity, which in turn reduced heme synthesis, followed by a reduction in *SOD2* transcription in ZPT-treated *M. restricta* cells. Although an additional study is required to test this hypothesis, we suppose that the increase in cellular zinc introduced by ZPT triggered significant downregulation of *SOD2*, which disrupted Fe-S cluster synthesis and led mitochondrial dysfunction in *M. restricta*.

A recent genome analysis revealed that almost all *Malassezia* species, including *M. restricta*, lack the fatty acid synthase gene in their genomes. Instead, they possess numerous genes encoding lipases that acquire fatty acids as a nutrient source from sebum on host skin^48–50^. After hydrolysis of exogenous lipids in sebum by lipases secreted by *Malassezia*, free fatty acids (FFA) may be released and transported into the fungal cells, suggesting that lipases play essential roles in the physiology of the fungi. The increased levels of FFA because of these lipases on skin surfaces lead to abnormal functioning of epidermal keratinocytes, which causes skin irritation^13,51,52^. Moreover, oleic acid, an FFA generated by extracellular lipases of *Malassezia*, has been shown to induce scalp flaking and skin irritation in susceptible subjects^2^. Previously, we identified 12 lipase-encoding genes in the genome of *M*. *restricta* and found that, among these genes, MRES_03670 (*MrLIP5*) is expressed most frequently on the surfaces of scalps of patients with dandruff, suggesting the importance of this lipase in fungus-host interactions. The present study revealed that ZPT treatment downregulated four out of 12 lipase genes (MRES_03205 [*MrLIP1*] MRES_03670 [*MrLIP5*], MRES_04670 [*MrLIP3*], and MRES_16530) in a dose-dependent manner, suggesting that inhibition of lipase expression is one of the main mechanisms by which ZPT inhibits *M. restricta*. Downregulation of lipase genes observed in our transcriptome analysis was confirmed by western blot analysis, which showed a reduction in the levels of the corresponding lipases. Reduced expression of lipases in response to ZPT treatment was also observed in several other clinical isolates of *M. restricta*, indicating that inhibition of lipase expression is a common mechanism of ZPT action against *M. restricta*. We should note that downregulation of *MrLIP5* by ZPT is particularly important because of the possible involvement of the corresponding protein in skin surface pathogenesis^26^. However, the upstream regulator that inhibits the expression of lipases in response to ZPT treatment still needs to be identified. Taken together, our results suggest that at least three inhibitory mechanisms are associated with the action of ZPT against *M. restricta*: (i) an increase in cellular zinc levels, (ii) inhibition of mitochondrial functions, and (iii) a decrease in lipase expression.

## Methods

### Strains and culture conditions

*M. restricta* KCTC 27522, KCTC 27524, KCTC 27527, KCTC 27539, and KCTC 27542 were clinically isolated in our previous study and used here, along with the type strain *M. restricta* CBS 7877^53,54^. *Malassezia* strains were grown in Leeming and Notman agar (LNA) solid medium (0.5% glucose, 1% peptone, 0.01% yeast extract, 0.8% bile salt, 0.1% glycerol, 0.05% glycerol monostearate, 0.05% Tween 60, 1.2% agar, 0.5% whole fat cow milk, and 170 µg/mL chloramphenicol) at 34 °C for 3 days^55^. *S. cerevisiae* W303 was grown in YPD medium (1% yeast extract, 2% peptone, and 2% glucose)^56^.

### Determination of the ZPT susceptibility of *M. restricta*

We used a previously reported method with modifications to determine the susceptibility of *M. restricta* KCTC 27527 to ZPT (Sigma, St. Louis, MO, USA)^57^. Briefly, a stock solution of ZPT at a final concentration of 20 µM was prepared and used for the susceptibility assay. The stock solution was serially diluted 2-fold with LNA medium and introduced into the wells of a 24-well plate*. M. restricta* cells, pre-grown in LNA medium, were inoculated using a cotton swab into each well of the 24-well plate containing different concentration of ZPT and incubated at 34 °C for 3 days. Minimal inhibitory concentrations (MICs) were determined, based on the lowest concentration at which there was no visible growth of the cells compared to that in medium without ZPT. The susceptibility assay was independently performed at least four times.

### Determination of intracellular metal content

Total intracellular zinc, copper, iron, and manganese levels were determined by inductively coupled plasma-atomic emission spectroscopy (ICP-AES). *M. restricta* KCTC 27527 cells were cultured for 3 days and transferred to fresh LNA medium containing ZPT (0, 5, 10, or 20 µM) at 34 °C for 6 h. Cells were harvested, washed with washing buffer (50 mM Tris-HCl [pH 6.5] and 10 mM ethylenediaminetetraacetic acid three times and lyophilized, as described in a previous report^25^. The cell mass was digested with 5 mL of HNO_3_ and 3 mL of H_2_O_2_ using a microwave digestion system, START D (Milestone, Sorisole, Italy), and an ICP-AES analysis was performed using an Optima 5300 DV system (PerkinElmer, Waltham, MA, USA). To measure the concentrations of metals in *S. cerevisiae* W303, we followed methods described by Reeder *et al*.^25^.

### RNA isolation and transcriptome analysis

*M. restricta* KCTC 27527 cells were cultured in LNA medium at 34 °C for 3 days and transferred to fresh LNA medium containing ZPT (0, 5, 10, or 20 µM). The cells were incubated at 34 °C for 6 h and harvested for RNA extraction. Total RNA was extracted using an RNeasy Mini Kit (Qiagen, Hilden, Germany) following the manufacturer’s instructions. The quality of RNA was evaluated using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, US). Libraries for RNA sequencing were prepared with a TruSeq Stranded mRNA Sample Prep Kit (Illumina, San Diego, CA, US), according to the manufacturer’s protocol, and RNA sequencing was performed on an Illumina HiSeq platform to generate 100-bp paired-end reads. Quality-filtered reads were aligned to the reference-genome sequence using bowtie2 v2.2.1^58^. Mapped reads were counted by feature Counts in Subread package v1.4.3^59^, and the relative transcript abundance was trimmed mean of M-values (TMM)-normalized by edgeR^60^. Differential expression of few key genes were selected and validated by qRT-PCR using primers listed in Supplementary Table S4 and a 7500 system (Applied Biosystems, Foster, CA, USA). The actin gene (MRES_06100) was used as a reference.

### Aconitase assay

Aconitase activity was measured, as described previously^61^. Briefly, *M. restricta* KCTC 27527 cells were cultured in LNA medium at 34 °C for 3 days, transferred to fresh LNA medium, incubated with or without ZPT (20 and 40 µM) at 34 °C for 16 h, and then harvested. The cells were lysed with Triton-citrate lysis buffer containing 22.9 mM Tris-HCl pH 7.5, 36.6 mM KCl, 1% Triton X-100, 2 mM sodium citrate, 0.6 mM MnCl_2_, 1 mM dithiothreitol, 1 mM phenylmethylsulfonyl fluoride, and a 1% protease inhibitor cocktail. The polyacrylamide gel used to assess aconitase activity comprised a separating gel containing 8% acrylamide, 132 mM Tris-base, 132 mM borate and 3.6 mM citrate, and a stacking gel containing 4% acrylamide, 67 mM Tris-base, 67 mM borate, and 3.6 mM citrate. The running buffer contained 192 mM glycine, 3.6 mM citrate, and 25 mM Tris-HCl (pH 8.3). A total of 20 µg of protein extract from each sample was separated by electrophoresis at 160 V and 4 °C for 2.5 h. The aconitase activity was visualized by staining the gel with 100 mM Tris-HCl (pH 8.0), 1 mM nicotinamide adenine dinucleotide phosphate, 5 mM MgCl_2_, 2.5 mM *cis*-aconitic acid, 1.2 mM methylthiazolyldiphenyl-tetrazolium bromide, 0.3 mM phenazine methosulfate, and 5 U/mL isocitrate dehydrogenase in the dark at 37 °C for 20 min. To show equal loading of each sample, the same amount of protein extract on the nitrocellulose membrane was stained with copper phthalocyanine-3,4ʹ,4ʹʹ,4ʹʹʹ-tetrasulphonic acid tetrasodium (CPTA).

### Protein extraction and western blot analysis

*M. restricta* strains were cultured in LNA medium at 34 °C for 3 days and transferred to fresh LNA medium with or without 5 µM of ZPT, Zn, or Cu. The cells were incubated at 34 °C for an additional 16 h, harvested, and suspended in cell lysis buffer containing 140 mM NaCl, 50 mM 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid-KOH (pH 7.5), 1 mM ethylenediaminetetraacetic acid, 1% Triton X-100, 0.1% Na-deoxycholate, and 1 mM phenylmethylsulfonyl fluoride^62^. Total proteins were extracted by adding 600 µL of glass beads (0.5 mm) and vortexing the solution for 3 min. The western blots were performed using anti-MrLip1 and anti-MrLip5 sera, produced in our previous study^53^, as primary antibodies and goat anti-rabbit IgG-horseradish peroxidase (Santa-Cruz Biotechnology, Dallas, TX, USA) as the secondary antibody.

### Statistical analysis

Statistical analysis for differences between each sample were calculated using the GraphPad QuickCalcs Web site (https://www.graphpad.com/quickcalcs/ttest1.cfm) with unpaired t-tests. p < 0.05 was accepted to mean a statistically significant difference.

## Electronic supplementary material

Supplementary Information

## Data Availability

The datasets generated and analyzed during the current study are available in the Gene Express Omnibus (GEO) repository, under the accession number GSE112036.

How the deposited data were processed for this re-analysis (not part of the article)

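RNA-seq was analysed for 4 libraries of *M. restricta*, 1 each without ZPT and with 5, 10 or 20 μM ZPT for 6 h. The authors aligned the reads with bowtie2 and counted them per gene with featureCounts, and the authors normalized the counts with the TMM method of edgeR. The submitters' processing notes also name CASAVA 1.8.2, Trimmomatic 0.35 and Bowtie2 2.2.4. The strand setting, any filter on genes and the annotation version are not given in the sources used here. The deposited signal per gene is the TMM-normalized read count, without division by gene length. The deposited table also holds the authors' ratio of each ZPT library to the library without ZPT. In the authors' deposited table the ratio column headed 20 μM equals the column headed 10 μM in all 3576 genes with a number, so all ratios were computed anew from the values.

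Each gene's ratio is its TMM-normalized value with ZPT over that without ZPT. Ratios of at least 2 or at most 0.5 were counted as up or down, as in Table 2, with no pseudocount and no filter on low values. Dose-dependent genes were those past this threshold at all 3 concentrations with a change that did not shrink as the concentration rose. The paper's text names stringent criteria, a change of more than 2-fold and dose dependence, without a full rule for this selection. By its account MRES_16605 was left out for a smaller decrease at 20 μM and Fe-S genes for changes under 2-fold at 5 μM. Reads were recovered from the whole multiples in each library, and all 3576, 3576, 3577 and 3577 values above 0 came out whole within 0.0055 without ZPT and at 5, 10 and 20 μM. These reads gave the exact Poisson intervals at the 95% level, which cover counting error only. No count model was fitted, because there are no replicates. In each library 11825386 to 15721271 reads fell on the genes, so the intervals are narrow for genes with many reads and wider for genes with few, and the spread between cultures is not known.

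Genes were named in the text by a rule set before the data were examined. It takes every gene the paper names, whose values in the paper had been seen and 1 of which is not reported here, the 10 highest and 10 lowest ratios at 20 μM among genes with a mean of at least 10 and the same direction at all concentrations, and up to 4 members with the largest change of each of 32 gene lists. The lists are patterns on the annotation text, also set before the data were examined. The annotation of 1271 of the 3656 genes was not used here, among them several genes the paper names, so the lists are incomplete, and a pattern can also match a gene by a remark in its annotation. No gene matched the patterns for vacuolar ATPase and RNA quality features, and 1 gene matched copper transport. The other 29 lists have a median log2 ratio, given as a percentile among 10000 random lists of equal size matched on mean expression in 10 bins (seed 1). The percentile describes these libraries and is not a test across replicates. The table of RefSeq genes used here matched 0 of the gene IDs, so names come from the paper and the annotation in the values' table.

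The alternatives were a pseudocount of 1 or 5, a minimum mean of 10, scaling by the median of ratios, by the upper quartile or by actin, a threshold of 1.5, a strict threshold, other definitions of dose dependence and the mean in place of the median. Counts from whole intervals beyond 2-fold, counts with 1 gene of each of 5 pairs with identical values, and lists matched on short product names of at most 60 characters only were chosen after seeing the data. The calculations were tested on simulated data. Python 3.11.15 was used with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9. ICP, MIC, aconitase, qRT-PCR and western blot measurements were not analysed here.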

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

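The tests of explanations for the levels of ribosome biogenesis genes and actin and for the correlations between concentrations were chosen after the results were seen. Among the genes below, MRES_06495, MRES_17845 and MRES_00005 are in Fig. 2. The genes and groups were picked out because their transcripts stood apart from the library without ZPT or from random gene lists matched on expression.

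Ribosome biogenesis genes were higher with ZPT as a group. Of the 68 genes, 62 were higher at 20 μM ZPT and 23 at least 2-fold higher, none was at least 2-fold lower, and the median log2 ratio was 0.27, 0.67 and 0.76 at 5, 10 and 20 μM (1.91 at 20 μM after division by actin). MRES_13915 (3.73), MRES_07785 (UTP7, 3.15), MRES_04720 (utp23, 3.04) and MRES_14605 (nucleolar protein 10, 3.02) had the largest ratios. The median lay at percentile 100 of 10000 random lists matched on mean expression. Lists were picked out by this same percentile, so it is no separate test of expression level as the cause. The median log2 ratio of 20 to 5 μM, which leaves the library without ZPT out, was 0.54 (percentile 100). An odd library without ZPT alone would not give this rise. However, the ratio uses the 20 μM library by which the list was picked, and random lists do not hold the spread between cultures. Handling that differed between the cultures, each grown once, cannot be told apart from an effect of ZPT, so the increase stays a hypothesis.

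The 100 genes matched to cytosolic ribosomal proteins, some of them assembly factors, had a median log2 ratio of 0.54 at 20 μM (percentile 100) and of 0.49 for 20 to 5 μM (percentile 100). NMD3 (MRES_01575, 3.98), Bystin (MRES_15280, 2.99) and FCF1 (MRES_10440, 2.56) had high ratios in this list. The 8 beta-oxidation genes had a median of -1.17 (percentile 0.16, and -0.026 after division by actin) and a median for 20 to 5 μM of -0.31 (percentile 3.96), with 5 at least 2-fold lower, among them MRES_16775 (0.184), the thiolase gene MRES_03660 (0.285), the acyl-CoA dehydrogenase gene MRES_08445 (0.429) and MRES_12710 (0.438). For glycolysis and gluconeogenesis the median of 16 genes was -0.57 (percentile 0.82, and 0.57 after division by actin), and that for 20 to 5 μM was -0.28 (percentile 1.74). Its lowest members were triosephosphate isomerase, MRES_12255 (0.13), phosphoglycerate mutase, MRES_04900 (0.156), and enolase, MRES_15330 (0.216). The 15 genes with an aspartyl protease domain had a median of -1.02 (percentile 0.02, and 0.13 after division by actin), with 8 at least 2-fold lower and 3 at least 2-fold higher, but a median log2 ratio of 20 to 5 μM, which leaves out the library without ZPT, of -0.063 (percentile 25.8). MRES_06495 (0.13), MRES_17845 (0.176), MRES_13570 (0.179) and MRES_00005 (0.201) were the most changed. At 20 μM the hypothetical protein gene MRES_04335 had a ratio of 6.57. MRES_14105, with a methyltransferase domain, had a ratio of 0.078. MRES_06185, similar to oxysterol-binding proteins, also had a ratio of 0.078, and MRES_05135, of the IMPACT family, had 0.090.

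Actin, MRES_06100, is the reference of the qRT-PCR in the Methods, and its TMM-normalized value went from 30367 without ZPT to 19871, 14046 and 13715 at 5, 10 and 20 μM ZPT. The ratios of 0.654, 0.463 and 0.452 put it at percentile 9.79 of all genes at 20 μM, and by construction the ratios are 1 when actin itself sets the scale. Counting error does not account for it, as the upper bound of the interval at 20 μM was 0.461. An odd library without ZPT cannot be told apart from an effect of ZPT: actin at 20 μM was 0.690 times its level at 5 μM, at percentile 18.7 of this ratio over all genes, and the spread between cultures is not known. A change in total mRNA per cell, which TMM scaling would hide, cannot be told apart from a decrease of actin without a spike-in: with actin held constant, 2029 genes would be up at least 2-fold at 20 μM. If actin does fall, a qRT-PCR ratio referred to it would read about 2.21 times too high at 20 μM, which is the inverse of its ratio here.

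The log2 ratios of different concentrations correlate across genes, and all use the library without ZPT. For 10 and 20 μM the covariance of 0.58 (bootstrap interval over genes 0.54 to 0.62) was above those for 5 and 10 μM (0.24, 0.22 to 0.26) and 5 and 20 μM (0.25, 0.24 to 0.27), whereas a shared library adds the same covariance to all pairs, so it is not the whole cause there. For 5 and 20 μM, a shared library with counting error only would leave the ratio of 5 μM to no ZPT and that of 20 to 10 μM, which share no library, uncorrelated. Their correlation was 0.13 (bootstrap interval over genes 0.10 to 0.17). These intervals resample genes and do not hold the spread between cultures, each grown once. Other differences between the cultures could also give such values and cannot be told apart from an effect of ZPT. How much of each correlation the shared library makes stays open.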

How the results depend on the processing

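No result has replicates, so the alternatives show only how far each value moves with the processing. Chosen after seeing the data were whole counting intervals beyond 2-fold, 1 gene of each identical pair, and short product names; the other alternatives were set before the data were examined. All 8 counts stayed within 1.5 times their main value with a pseudocount of 1, a minimum mean of 10, the median of ratios, the upper quartile and 1 gene of each identical pair, as did the counts recomputed with a pseudocount of 5, the strict threshold and strictly larger steps. Across the gene ratios, these settings (pseudocount 1, median of ratios, upper quartile) gave 0.983 to 1.13 times the main value, and 9 of 1521 values crossed the 2-fold threshold. With the upper quartile MRES_03205 (0.515), MRES_00405 (0.514), MRES_00105 (0.504), MRES_11930 (0.506) and MRES_00970 (0.501) were no longer 2-fold lower at 5 μM, MRES_14620 (2.07) and MRES_10440 (2.01) were 2-fold higher at 5 μM, and MRES_04410 (1.998) was no longer 2-fold higher at 20 μM. With the median of ratios MRES_16605 (0.5003) was no longer 2-fold lower at 20 μM.

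Division by actin changed the picture most. It gave 370, 2053 and 2029 genes up and 11, 39 and 68 down at 5, 10 and 20 μM, and 251 dose-dependent genes up and 4 down. It moved the medians at 20 μM of Fe-S cluster assembly to 1.52 and of ribosome biogenesis to 1.91. It turned the signs of the medians of ATP synthase (0.075), lipases (0.20), aspartyl proteases (0.13), phospholipases (0.76) and glycolysis and gluconeogenesis (0.57). The same held for the TCA cycle, respiratory chain, ergosterol, chaperone, methionine and zinc transport lists, whose values stand with these lists. Of the named genes' ratios that were at least 2-fold changed before, it turned those of MRES_16605 (1.09), MRES_06135 (1.01), MRES_10750 (1.04) and MRES_15170 (1.09) at 20 μM. At 10 μM it turned those of MRES_16055 (1.02) and MRES_15880 (1.07). Ratios changed less than 2-fold crossed 1 as well, such as that of MRES_06055 at 20 μM (0.697 before and 1.54 after). The shift comes from the division itself, which sets the ratio of actin to 1.

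A threshold of 1.5 gave 129, 574 and 696 genes up and 308, 685 and 849 down. Whole intervals beyond 2-fold left 12 of the 19 genes up at 5 μM and kept the other 5 counts within 1.5 times. For dose dependence, 10 and 20 μM alone gave 158 genes up and 200 down, 5 and 20 μM alone gave 62 down, and any order gave 65 down, as fewer conditions admit more genes. By short product names the medians of lipases (-1.57), respiratory chain (-0.58), the methionine cycle (-0.34), DNA replication (0.0054) and ubiquitin (-0.049) changed, and means in place of medians changed the values of mitochondrial carriers (-0.33), aspartyl proteases (-0.72), chaperones (0.083) and iron uptake (-0.010), each by more than the limit set for a stable value; the cause was not tested. Fe-S cluster assembly, mitochondrial ATP synthase, aspartyl proteases, histones and proteasome kept fewer than 4 members by short names and have no value there. Depth limits the ratios of genes with few reads most, such as MRES_06495, whose ratio at 20 μM has a 95% interval of 0.1 to 0.167.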

Differences from the paper's values

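Of 254 values set beside the paper's (62 from its text and tables and 192 printed in Fig. 2 and Fig. 4a), none differs by more than 1.5 times. The small differences are mainly in Table 2 at 10 μM ZPT. For genes down at least 2-fold the paper gives 310 and the values here give 311. For genes down, 2-fold bin, these numbers are 204 and 203, for genes down, 3-fold bin, 54 and 55, and for genes down, 5-fold bin, 28 and 29. In Table 3 the fold of MRES_14620 at 20 μM is 6.38, and here it is 6.36.

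The paper lists citrate synthase, MRES_03900, among the dose-dependently downregulated genes. Its ratio here is 0.437, 0.227 and 0.266 at 5, 10 and 20 μM ZPT, which is higher at 20 μM than at 10 μM by more than counting error, so 39 genes are in the set where the paper counts 40. Any order of the concentrations, set before the data were examined, includes MRES_03900 but gives 65 genes down and 16 up, where the paper counts 12 up. Strictly larger steps, set at the same time, gave 39 down and 12 up.

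For mitochondrial proteins as the most enriched class, the localizations of Fig. 2 give 10 of the 51 genes here, as many as for cytoplasm (10) and unknown (10), whereas in all 52 genes of Fig. 2, with citrate synthase, mitochondria are the largest class with 11 genes. No background was used here for the localizations themselves.

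The paper states a decrease of somewhat under the 2-fold limit for MRES_15265 at 5 and 10 μM. Its ratio here was 0.558 at 5 μM and 0.296 at 10 μM, and the other gene of that statement, MRES_15190, had 0.871 and 0.523. For MRES_03695 the paper's text states a small reduction. The ratio here was 1.11 at 5 μM, 0.872 at 10 μM and 0.647 at 20 μM, and Table 4 prints the same values with fewer digits. Fig. 4a likewise prints the value of MRES_15265 at 10 μM. For these 2 genes the difference is therefore from the wording of the paper's text and not from its printed values.

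In the authors' deposited table the ratio column for 20 μM repeats the column for 10 μM, giving 4.18 for MRES_14620 at both. The paper's tables and figures follow the ratio of the 20 μM values and not this column.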

Other observations

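Single genes of sulfur metabolism, picked out for their values and not tested as a group, went different ways. PAPS reductase of sulfate assimilation, MRES_16585, had ratios of 1.21 and 3.39 at 5 and 10 μM ZPT and a higher one at 20 μM, and O-acetylhomoserine (thiol)-lyase, MRES_06140, which makes homocysteine from sulfide, had 1.14, 1.89 and 4.02 at 5, 10 and 20 μM. The next enzymes of the pathway went the other way, as methionine synthase, MRES_09430, and S-adenosylmethionine synthase, MRES_14700, were at least 2-fold lower at all 3 concentrations. Among further genes, looked up after these values were seen, homoserine O-acetyltransferase, MRES_16670, had 0.409 at 20 μM and the probable serine O-acetyltransferase gene MRES_13280 had 4.24. The list for the methionine and S-adenosylmethionine cycle holds 27 genes, mostly methyltransferases that mention S-adenosylmethionine, and its median of -0.043 (percentile 43.9, and 1.1 after division by actin) shows no common direction. In the same list the 60S assembly methyltransferase gene MRES_05870 had 2.31.

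Changes in lipid enzymes were not limited to lipases. Of 22 genes matched to phospholipases, 5 were at least 2-fold lower and 3 at least 2-fold higher at 20 μM, with a median log2 ratio of -0.39 (percentile 2.02, and 0.76 after division by actin). The sphingomyelinase-like gene MRES_00660 had 0.298 and the lysophospholipase-like gene MRES_13030 had 0.327, whereas the phospholipase C genes MRES_04440 and MRES_11565 had 3.79 and 2.45. In ergosterol synthesis 11 genes had a median of -0.22 (percentile 13.7, and 0.93 after division by actin). A sterol reductase gene, MRES_11035, had 0.334, a gene similar to it, MRES_06855, 0.616, the oxysterol-binding gene MRES_10155 0.517 and cytochrome P450 reductase, MRES_00215, 2.05.

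Genes matched to heat-shock proteins and chaperones went both ways as well. Of 38, 8 were at least 2-fold higher and 3 at least 2-fold lower, with a median of -0.20 (percentile 9.99), but a mean of 0.083 and a median of 0.95 after division by actin. The Hsp70 gene MRES_05575 had 3.09 and the DnaJ gene MRES_08775 had 3.46, whereas the co-chaperone gene MRES_13160 had 0.291. The list also holds the 14-3-3 gene MRES_14360 (0.289), which was placed there by a match in its annotation text. Splicing genes (57) had a median of 0.18 (percentile 98.3), with MRES_03330 at 3.64, MRES_09815 at 2.89, MRES_09640 at 2.54 and MRES_17545 at 0.337. Among the remaining lists the median at 20 μM was 0.18 for 29 DNA replication genes (MRES_15885, 2.54 and MRES_10750, 0.470). For 37 cyclins and cell cycle genes it was 0.069 (MRES_12090, 0.323, MRES_17850, 2.41 and MRES_16055, 0.438). MRES_17850 was lower with ZPT at 5 and 10 μM (0.467 and 0.546). For 9 genes that mention histones the median was 0.14 (MRES_03180, 2.51). Further medians at 20 μM were 0.064 for 7 proteasome genes (MRES_15715, 1.97), 0.12 for 43 ubiquitin genes (MRES_00285, 2.14 and MRES_04410, 2.03) and 0.10 for 22 tRNA synthetase genes (MRES_08915, 2.49 and MRES_05280, 0.395). They were 0.35 for 14 major facilitator genes (MRES_08965, 3.17, MRES_12485, 2.31 and MRES_08410, similar to the sugar transporter Stl1, 0.425) and 0.31 for 16 ABC transporter genes (MRES_09265, 0.277, MRES_15775, 2.68 and MRES_06480, 2.15).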
